A study of Homo sapiens with 20 samples.

How the data were processed

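Estrogen receptor (ER) binding was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in Ishikawa cells, a line derived from an endometrial adenocarcinoma, and in T-47D cells, an ER-positive breast ductal carcinoma line. ETV4 is a transcription factor of the ETS family. Per the labels' protocols, cells were moved to hormone-depleted medium before induction, crosslinked with formaldehyde and harvested 1 h after addition of 10 nM 17β-estradiol (E2) or of DMSO vehicle. ER was precipitated with an antibody from Santa Cruz or another from Millipore, and FLAG-tagged ETV4 with the FLAG M2 antibody. The labels list 20 libraries, and 18 of them came with a peak list. The 2 input libraries were not used here as samples.

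Each peak list was deposited for 1 library, so replicates were not pooled before peak calling. The lists are in narrowPeak format. Per the file contents, each deposited entry gives the position of a peak, the fold enrichment at its summit as a ratio to the local background, and the -log10 of its p-value and q-value as the authors' peak caller gave them. These values per peak are the authors' own. They were used only to describe, rank or filter peaks within a list. The labels state neither the aligner, the peak caller, the genome build nor the filters. The peak names in 14 deposited lists hold the word relaxed, and the lowest -log10 q in those lists lay between 1.30 and 1.77. The peak names in the 4 siRNA lists hold the word stringent, and the lowest -log10 p in those lists lay between 10.02 and 10.32. A control library is named in the peak names of wild-type replicate 2 alone. Coordinates on chromosome 1 ran to 249212521, past the end of that chromosome in GRCh38. The gene table at hand is of GRCh38, so peaks were not annotated with it, and positions are given 1-based in the unstated build of the files.

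Because the lists had been filtered differently, peaks with -log10 p of at least 10 on chromosomes 1 to 22, X and Y were kept for all comparisons, and entries with the same start and end were counted once. Between 0 and 5 peaks per list on the mitochondrial genome were left out. Peaks overlapped when they shared at least 1 bp. Reference sites for the wild-type and knockout (KO) libraries were the 13105 peaks of the non-targeting siRNA (siNTC) 72 h list that overlapped the siNTC 96 h list, which come from neither arm of that comparison. Reference sites for the siRNA libraries were the 3822 peaks of wild-type replicate 1 that overlapped wild-type replicate 2, both with the Santa Cruz antibody. Both sets come from parental cells without KO or siRNA against ETV4. They hold no site bound only after loss of ETV4. Recovery was the percentage of reference sites overlapped by a list. Intervals on shares are 95% Wilson intervals and cover counting error over peaks only.

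The deposited lists hold no read totals. Depth was recovered from the deposited fold and -log10 p of each peak. With a fold of (pileup + 1) / (background + 1) and p as the upper Poisson tail, a whole-number summit pileup reproduced both values for 99.95% to 100% of the peaks in every list. The lowest background in a list, divided by the width of its shortest peak, which was taken as the fragment length, gave the fragments per kb of genome. This depth ranged from 0.558 to 8.28 fragments per kb, and it rests on that reading of the 2 columns. For comparisons at equal depth, each summit pileup was thinned binomially to the lowest depth among the libraries compared, with the background scaled by the same factor. The expected number of peaks still at -log10 p of at least 10 was then summed. Peaks can be lost but not gained in this calculation.

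Comparisons, tests and the rule for naming sites were set before the data were examined. KO was compared with wild type by an exact permutation test, two-sided, of the mean log2 peak number and of the mean recovery, with genotype permuted within antibody over 45 arrangements and both clones counted as KO. Label permutations within time after transfection (4 arrangements) and within clone (9 arrangements) served for the siRNA and the ectopic ETV4 comparisons. The smallest p-values these allow are 0.0222, 0.5 and 0.111. For the siRNA test, exchanging all labels gives the same absolute mean, so each arrangement counts together with its mirror. Wild type with ectopic ETV4 had 1 library and was not tested. The recovery of reference sites that overlapped a T-47D ETV4 peak was compared with that of the other reference sites within 10 equal classes of site strength, and the difference was tested between genotypes. Overlap of ER and ETV4 peaks in T-47D cells was set against 1000 circular shifts of the ETV4 peaks along each chromosome. Named sites were those in both siNTC lists and all 3 wild-type lists with the smallest sum of ranks, up to 3 of them in none of the 6 KO lists and 3 in all of them, and the 2 peaks in both T-47D lists with the smallest sum of ranks.

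Alternatives were a -log10 p of at least 5 or 20, all deposited peaks, a fold of at least 10, merging of regions within 200 bp, an overlap of at least 50% of both regions, summits within 200 bp, lists of equal size, the Santa Cruz libraries alone, each time alone, a block by label set, and leaving out each library in turn. The comparison at equal depth, the log odds of recovery and the alternatives for the counts of sites in no KO list or in all of them were added after the data had been seen. A motif share, a promoter share and peaks at preset genes had been planned for a reference of the build of the files and were not run.

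The calculations were tested on simulated data. For the KO comparison, the pileup was given back for 100% of 6260 simulated peaks. Expected and drawn peak numbers after thinning of the 6 Santa Cruz libraries differed by at most 0.602%. Among 1000 simulated data sets without a difference, 5.1% gave an exact permutation p under 0.05. With a log2 difference of -3 and the SD of the wild-type replicates, 36.6% of 1000 simulated data sets did. For reference-site recovery, removal of sites left 70.8% of 4791 sites, and 70.8% were recovered. For the T-47D overlap, 40.0% was found with 40.0% of 1377 peaks planted. No 2 of the 18 lists were identical, and at most 0.0226% of the entries of the shorter list had the same start and end in any of the 153 pairs. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 was used.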

Results

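ChIP-seq peak lists for ER were analysed from 16 Ishikawa libraries and 1 T-47D library, together with a list for FLAG-tagged ETV4 from T-47D cells. Parental Ishikawa cells, called wild type here, and 2 ETV4 KO clones were each profiled after 1 h of 10 nM E2. The Santa Cruz antibody was used for 2 wild-type libraries and for 2 libraries of each clone, and the Millipore antibody for 1 library of each. Ectopic ETV4 was expressed in wild-type cells and in both clones, with 1 library each. Wild-type cells transfected with siNTC or with siRNA against ETV4 (siETV4) were profiled 72 h and 96 h after transfection, with 1 library per siRNA and time. T-47D cells with ectopic ETV4 gave 1 ER library after E2 and 1 FLAG-ETV4 library after 0.1% DMSO. The comparisons asked whether ER binding after E2 depended on ETV4 in endometrial cancer cells. ChIP-seq for ER does not measure ETV4 expression, so the KO, siRNA and ectopic labels could not be checked against ETV4 itself.

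Depth, recovered from the peak values, differed between libraries. Among the wild-type libraries it was 5.76 and 6.08 fragments per kb in Santa Cruz replicates 1 and 2 and 8.28 in the Millipore library. The Santa Cruz KO libraries had 3.92 and 7.87 fragments per kb in clone 1 and 5.98 and 2.40 in clone 2, in replicates 1 and 2. Millipore libraries had 4.10 fragments per kb in clone 1 and 7.01 in clone 2. With ectopic ETV4 the depth was 2.62 in wild type, 0.558 in clone 1 and 1.59 in clone 2. The siNTC libraries had 5.88 fragments per kb at 72 h and 5.47 at 96 h, against 5.95 and 3.10 for siETV4. In T-47D cells it was 1.74 for ER and 3.32 for FLAG-ETV4.

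ER peak number was first compared between wild type and ETV4 KO. With the Santa Cruz antibody, wild-type replicates 1 and 2 had 4791 and 34415 peaks at -log10 p of at least 10. KO clone 1 had 1426 and 9322 peaks and clone 2 had 997 and 1699 peaks, in replicates 1 and 2. The log2 peak number had an SD of 2.01 between the wild-type replicates (n = 2) and of 1.43 over the KO libraries (n = 4). With the Millipore antibody, wild type had 48372 peaks, clone 1 had 30642 and clone 2 had 41114. The KO mean lay below the wild-type mean by a log2 ratio of -2.56 with the Santa Cruz antibody and of -0.45 with the Millipore antibody. Averaged over the antibodies the log2 ratio was -1.50, which was not larger than chance groupings gave (exact permutation test, two-sided, p = 0.0889, 45 arrangements). The alternative with the largest change in this ratio used the Santa Cruz libraries alone, at -2.56 (exact permutation p = 0.2, 15 arrangements). Without KO clone 1 replicate 2 the ratio was -1.85 and its exact permutation p was 0.0333. Without wild-type replicate 2 of the Santa Cruz antibody the ratio was -0.79. Without the wild-type Millipore library it was -2.56, which is the comparison of the Santa Cruz libraries alone.

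Peak numbers were also compared at equal depth, an alternative added after the data had been seen. Thinned to the depth of KO clone 2 replicate 2, wild-type replicates 1 and 2 had 2737 and 7626 expected peaks with that antibody. The clone 1 libraries had 871 and 4437 and the clone 2 libraries 394 and 1699. With the Millipore antibody the expected numbers were 18911 in wild type, 21055 in clone 1 and 18139 in clone 2. The mean log2 ratio at equal depth was -1.85 for the Santa Cruz libraries (exact permutation p = 0.267, 15 arrangements, smallest possible p 0.0667) and 0.05 for the Millipore libraries. Whether the antibodies differed in this ratio was not tested.

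**Figure D1:**
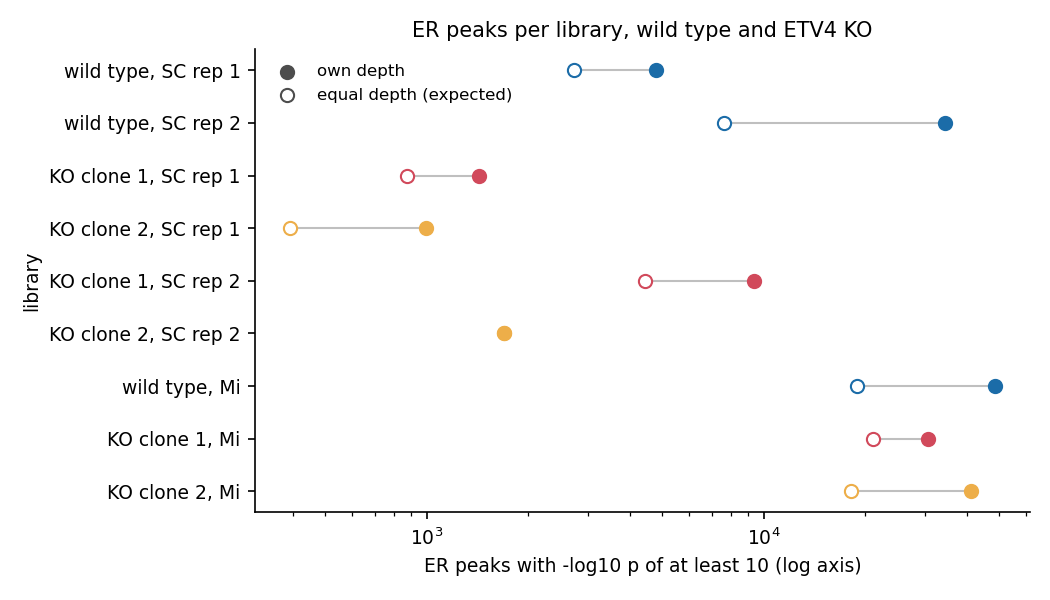
Number of ER peaks with -log10 p of at least 10 (log axis) in each wild-type and ETV4 KO library with the Santa Cruz (SC) or Millipore (Mi) antibody. Filled circles give the number at each library's own depth and open circles the number expected at the depth of KO clone 2 SC replicate 2, where the 3 Millipore libraries lie between 18139 and 21055 peaks.

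Recovery of the 13105 siNTC reference sites was then compared. These sites were defined in libraries outside both arms, but from parental cells, which have the genotype of the wild-type arm. Sites bound in KO cells and not in parental cells cannot be among them, so recovery can show loss but not gain. Wild-type Santa Cruz replicate 1 recovered 28.9% (95% Wilson interval 28.1 to 29.7) and replicate 2 recovered 72.6% (71.9 to 73.4). KO clone 1 recovered 9.004% (8.53 to 9.51) in replicate 1 and 45.9% (45.1 to 46.8) in replicate 2. KO clone 2 recovered 6.46% (6.05 to 6.90) and 11.6% (11.04 to 12.13). The Millipore libraries recovered 95.2% (94.9 to 95.6) in wild type, 84.3% (83.6 to 84.9) in clone 1 and 90.0% (89.5 to 90.5) in clone 2. Mean recovery with the Santa Cruz antibody was 50.8% ± 30.9 (SD, n = 2) in wild type and 18.2% ± 18.6 (SD, n = 4) in KO. Averaged over the antibodies, recovery in KO differed from wild type by -20.3 percentage points (exact permutation test, two-sided, p = 0.0667, 45 arrangements). At equal depth the difference was -11.9 points (exact permutation p = 0.0889), with -19.5 points for the Santa Cruz libraries and -4.29 points for the Millipore libraries. With the 997 strongest peaks of every list it was -0.731 points (exact permutation p = 0.0889), the alternative that moved it most. Without KO clone 1 replicate 2 it was -24.9 points and the exact permutation p was 0.0333. It was -9.38 points without wild-type Santa Cruz replicate 2, -31.2 points without replicate 1 and -32.5 points without the wild-type Millipore library.

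Recovery depended on the strength of the reference site. In every list it was highest in the strongest of 10 equal classes of sites by -log10 p. There, wild-type Santa Cruz replicates 1 and 2 recovered 90.4% and 100% of 1310 sites. KO clone 1 recovered 49.0% and 97.5% of these and clone 2 recovered 36.3% and 58.2%. All 3 Millipore libraries recovered 100% of them. In the weakest class, recovery was 2.82% and 56.7% in the wild-type Santa Cruz replicates and 0.305%, 9.92%, 0.305% and 0.458% in the 4 Santa Cruz KO libraries. The Millipore libraries recovered 91.1% of the weakest class in wild type, 69.2% in clone 1 and 85.6% in clone 2.

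**Figure D2:**
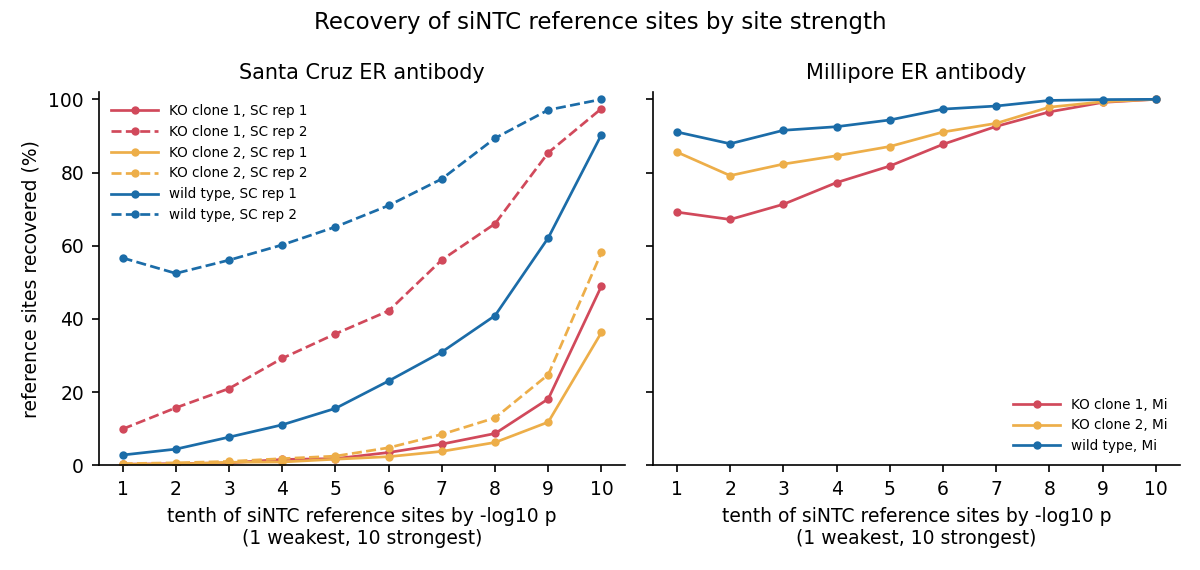
Percentage of siNTC reference sites recovered by each wild-type and ETV4 KO library (lines, with replicate 2 dashed), in 10 equal classes of the reference sites from the lowest to the highest -log10 p, for the Santa Cruz (left) and Millipore (right) antibodies. In the strongest class the Santa Cruz libraries lie between 36.3% and 100%, and the 3 Millipore libraries are at 100%.

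Of the reference sites, 3376 were in all 3 wild-type lists. Of these, 617 were in all 6 KO lists and 2 were in none of them, while 3357 (99.4%) were in both Millipore KO lists. With the Santa Cruz antibody, 152 of the 3376 sites (4.50%) were in none of the 4 KO lists and 1571 (46.5%) were in 1 of them. The first of the 2 sites in no KO list was at chromosome 4, 5958383 to 5959118. In wild-type Santa Cruz replicate 1 its peak ranked 4693 of 4791 with a fold of 6.20, and in the wild-type Millipore list it ranked 5650 of 48372 with a fold of 32.8. The other was at chromosome 11, 125175284 to 125175542, and ranked 1142 of 4791 in wild-type Santa Cruz replicate 1 with a fold of 20.9. Among sites in every list, those with the smallest sums of ranks were at chromosome 21, 16375398 to 16376564, at chromosome 12, 132288269 to 132289039, and at chromosome 11, 75165432 to 75166623. The chromosome 21 site ranked 15 of 4791 and 126 of 34415 in the wild-type Santa Cruz lists, with folds of 123 and 137. In the Santa Cruz KO lists it ranked 20 of 1426 and 7 of 9322 in clone 1, with folds of 34.2 and 43.96, and 37 of 997 and 71 of 1699 in clone 2, with folds of 25.5 and 35.2. In the Millipore lists its folds were 131 in wild type, 196 in clone 1 and 145 in clone 2. A fold depends on the background and so on the depth of its library. Folds of different lists therefore do not measure a difference in binding. Without wild-type Santa Cruz replicate 1 as a criterion, 173 of 9442 sites were in no KO list. The number was 4 without wild-type Santa Cruz replicate 2 or without the Millipore library of clone 1, and 6 without that of clone 2.

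Transient depletion of ETV4 gave a comparison within the parental cells. At 72 h there were 16034 ER peaks with siNTC and 16545 with siETV4, a log2 ratio of 0.05. At 96 h there were 18266 and 5565 peaks, a log2 ratio of -1.71. The mean over both times was -0.83 (exact permutation test, two-sided, p = 1, 4 arrangements, smallest possible p 0.5). Recovery of the 3822 wild-type reference sites was 94.3% (95% Wilson interval 93.49 to 94.96) with siNTC and 94.0% (93.2 to 94.7) with siETV4 at 72 h. At 96 h it was 90.2% (89.2 to 91.1) with siNTC and 61.6% (60.1 to 63.1) with siETV4, a difference of -28.5 points. The mean difference over both times was -14.4 points (exact permutation p = 0.5, 4 arrangements). This is the smallest p the test can give, and it is reached whenever both times share a sign. No conclusion was drawn from it. At equal depth the 96 h log2 ratio of peak numbers was -1.59 and the 72 h ratio 0.04. With 1 library per siRNA and time, the spread between replicates is unknown and the difference at 96 h has no replicate check.

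The 96 h difference varied between chromosomes. It was smallest on chromosome 4, where 761 siNTC and 361 siETV4 peaks gave a log2 ratio of -1.08. It was largest on chromosome 19, where 1051 and 164 peaks gave -2.68. At 72 h the ratio was -0.16 on chromosome 4 and 0.11 on chromosome 19.

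**Figure D3:**
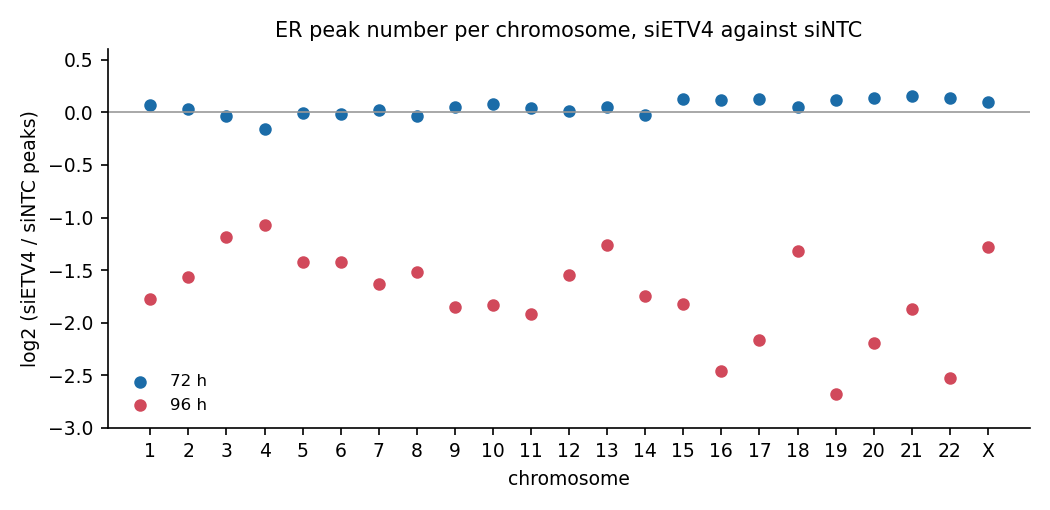
Log2 ratio of the number of ER peaks with siETV4 to that with siNTC on each chromosome with at least 50 peaks in every list (points, 1 library per siRNA and time), at 72 h (blue) and 96 h (red). The 96 h ratios run from -1.08 on chromosome 4 to -2.68 on chromosome 19.

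Ectopic ETV4 in the KO clones asked whether return of ETV4 changed ER binding. With the Santa Cruz antibody, clone 1 with ectopic ETV4 had 2641 peaks, between the 1426 and 9322 of its KO replicates. Clone 2 with ectopic ETV4 had 6840 peaks, above the 997 and 1699 of its KO replicates. The log2 ratio to the mean of the KO replicates was -0.47 in clone 1 and 2.39 in clone 2, and their mean was 0.96 (exact permutation test, two-sided, p = 0.556, 9 arrangements, smallest possible p 0.111). The libraries with ectopic ETV4 were shallower than the KO libraries of the same clone. At equal depth the ratio was 2.54 in clone 1 and 4.33 in clone 2, with a mean of 3.44 (exact permutation p = 0.222), the largest change among the alternatives. Leaving out a replicate of clone 1 moved the mean at own depth, to 0.29 without replicate 1 and 1.64 without replicate 2. The comparison at equal depth thins the KO lists to between 48 and 1415 expected peaks. In clone 1, where the library with ectopic ETV4 was not thinned, it could only raise the ratio. Reference-site recovery was 13.9% (95% Wilson interval 13.3 to 14.5) in clone 1 and 28.7% (27.9 to 29.5) in clone 2 with ectopic ETV4. The difference from KO was -13.6 points in clone 1 and 19.7 points in clone 2, with a mean of 3.03 points (exact permutation p = 0.889, 9 arrangements), and at equal depth it was 11.1 points (exact permutation p = 0.111). It changed sign, to -6.20 points, without KO clone 1 replicate 1 and, to -0.595 points, with equally long lists. Without KO clone 1 replicate 2 it was 12.3 points.

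Wild-type cells with ectopic ETV4 had 16008 ER peaks, between the 4791 and 34415 of the wild-type Santa Cruz replicates. The log2 ratio to their mean was 0.32, less than the SD of 2.01 between the replicates, and it was -1.10 without replicate 1 and 1.74 without replicate 2. At equal depth the wild-type replicates had 2873 and 8471 expected peaks and the log2 ratio was 1.70, which thinning of the deeper replicates alone could only raise.

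Binding of ETV4 was measured in T-47D cells without E2, and its peaks were used to ask whether ER sites that coincide with ETV4 were the ones that differed in KO cells. Of the 13105 reference sites, 1851 (14.1%) overlapped a T-47D ETV4 peak. These were weaker ER sites, with a median -log10 p of 46.4 against 65.2 for the others. Within 10 equal classes of strength, recovery at ETV4-overlapping sites minus that at other sites was -8.51 and 7.96 percentage points in wild-type Santa Cruz replicates 1 and 2. In the Santa Cruz KO libraries it was -1.75 and -9.91 points in clone 1 and -1.19 and -0.634 in clone 2. The Millipore libraries gave 4.07 points in wild type, 7.98 in clone 1 and 8.64 in clone 2. Averaged over the antibodies, KO differed from wild type by 0.569 points (exact permutation test, two-sided, p = 0.978, 45 arrangements). The difference was within the spread of the wild-type replicates (SD 11.6, n = 2), and the sign depended on which replicate was kept, at -3.55 points without replicate 1 and 4.69 points without replicate 2. Without the wild-type Millipore library it was -3.10 points, and without a KO library between 0.113 and 1.66 points.

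In T-47D cells with ectopic ETV4, 713 of 1377 ER peaks overlapped an ETV4 peak, or 51.8% (95% Wilson interval 49.1 to 54.4). Circular shifts of the ETV4 peaks gave a mean overlap of 0.418% and a maximum of 1.09% (permutation by 1000 shifts, p = 0.000999, the smallest they can give). This test compares 2 libraries and not conditions. Shifted peaks can fall anywhere on a chromosome, also where no factor binds. The test therefore cannot tell binding of ETV4 at ER sites in particular from open chromatin that both factors share. Of the 8978 ETV4 peaks, 692 (7.71%, 7.17 to 8.28) overlapped an ER peak. The alternative that moved the ER share most was a fold of at least 10, under which 189 of 649 ER peaks (29.1%) overlapped. The ER peaks with the smallest sums of ranks in both lists were at chromosome 11, 1817336 to 1818347, and at chromosome 12, 116827750 to 116828889. The first ranked 11 for ER and 8 for ETV4, with folds of 49.6 and 33.2, and the other ranked 2 and 17, with folds of 46.8 and 21.1.

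Ishikawa ER lists overlapped the T-47D ETV4 peaks at lower rates, from 6.18% (5.58 to 6.84) with siETV4 at 96 h to 15.5% (15.02 to 16.07) with siNTC at 96 h. Among the 1000 strongest ER peaks of each list, the share was 56.4% (53.3 to 59.4) in T-47D cells. It was 18.3% (16.0 to 20.8) in wild type, 17.9% (15.6 to 20.4) in clone 1 and 16.5% (14.3 to 18.9) in clone 2 with ectopic ETV4, and from 9.0% to 15.9% in the 13 Ishikawa lists without it. This difference was not tested. Of the T-47D ER peaks that overlapped ETV4, 28.9% (25.7 to 32.3) were in both siNTC lists of Ishikawa cells, against 28.2% (24.9 to 31.7) of the other 664 ER peaks (Fisher's exact test, two-sided, p = 0.766).

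**Figure D4:**
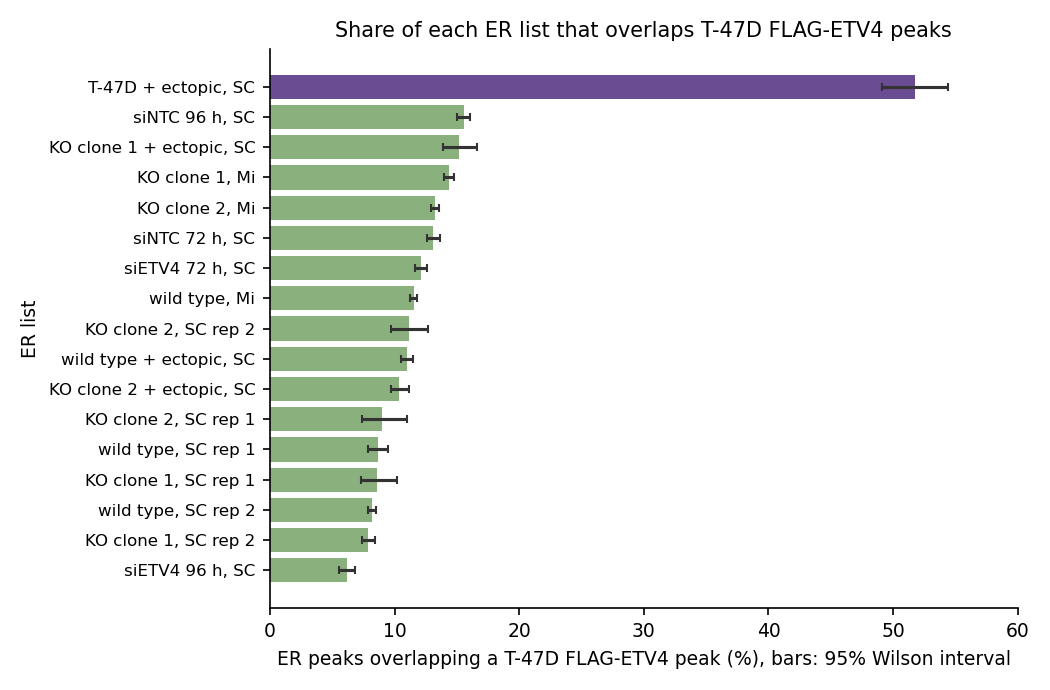
Percentage of the ER peaks in each list that overlapped a FLAG-ETV4 peak of T-47D cells, with 95% Wilson intervals (error bars). The T-47D ER list (purple) is at 51.8% and the Ishikawa lists (green) lie between 6.18% and 15.5%; SC is the Santa Cruz and Mi the Millipore antibody.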

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

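The tests at equal depth of the peak number and the recovery of KO clone 1 replicate 2, and of the siETV4 difference at 96 h, were set before their results were seen. The test of its gap at ETV4-overlapping sites, and that of the chromosomes at 96 h, were chosen only after the result was seen.

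KO clone 1 replicate 2 lay apart from the other 3 Santa Cruz KO libraries in each of the 3 values tested by Dixon's gap criterion at 95%. It had 9322 peaks against at most 1699, and the gap to the nearest library was 0.916 of the range. On the log2 scale used in the comparison the gap was 0.762 of the range, under the critical value. It recovered 45.9% of the reference sites against at most 11.6%, a gap of 0.870. Its recovery at ETV4-overlapping minus other sites was -9.91 percentage points against -1.75 to -0.634 in the others, a gap of 0.879. Chance puts about 1 in 20 groups past this criterion, and the 3 values come from the same 4 libraries, so they count as a single departure.

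This library was the deepest of the 4, at 7.87 fragments per kb, and library depth is a candidate explanation for its gap. At equal depth the gap fell under the critical value for each of the 3 values, to 0.677 for peak number, 0.649 for recovery and 0.804 for ETV4-overlapping sites, the last only just below it. The library still had the most peaks at equal depth, 4437 against 394 to 1699, so depth may account for part of its excess. A biological difference between the clones cannot be decided with 2 Santa Cruz libraries of each. The other library of clone 1 had 1426 peaks, between the 997 and 1699 of clone 2. Within each replicate number clone 1 had more peaks than clone 2, at equal depth 871 against 394 and 4437 against 1699. With the Millipore antibody clone 1 had fewer at its own depth, 30642 against 41114, and more at equal depth, 21055 against 18139. A difference in immunoprecipitation efficiency, or in the cells at harvest, was not tested and stays open.

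The siRNA comparison of peak number went in opposite directions at the 2 times, with a log2 ratio of -1.71 at 96 h and 0.05 at 72 h. The difference between the times was not tested, because there was 1 library per siRNA and time. Library depth as the whole cause is argued against, since the ratio at 96 h was -1.59 at equal depth. The siETV4 96 h library also had another composition over the chromosomes. The ratio at 96 h was -1.08 on the chromosome where it fell least and -2.68 where it fell most, so a composition that affects some chromosomes alone would leave part of the fall unexplained. A library-wide change in quality together with that composition cannot be told apart from an effect of ETV4 depletion that needs longer than 72 h, because a second siETV4 library at 96 h was not analysed here. Longer depletion of ETV4 therefore stays open as a biological explanation, untested.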

How the results depend on the processing

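The comparisons at equal depth, with or without the block or each time alone, the difference in log odds, and the alternatives for the counts of sites in no KO list or in all of them were chosen after the data had been seen. The other alternatives had been planned. A threshold of -log10 p of at least 5 could not be applied to the KO, siRNA, ectopic ETV4 in KO and ETV4-site comparisons, since some of their lists stop above it. The motif, promoter and preset-gene results were not run.

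The log2 ratio of peak numbers between KO and wild type, -1.50, was below 0 under all 17 alternatives. Its exact permutation p was above 0.05 under 15 of them. For 4 of these (the Santa Cruz libraries alone and leaving out any 1 wild-type library) no p under 0.0667 is possible. That their p stayed above 0.05 therefore says nothing about stability, but their ratios do differ. The ratio without wild-type Santa Cruz replicate 2, -0.79, was the smallest fall of the 17. The labels give a set of Santa Cruz libraries a suffix that another set lacks. With a block by label set the ratio was -1.86 (exact permutation p = 0.0370, 27 arrangements, the smallest possible), and recovery differed by -24.4 points (exact permutation p = 0.0370). At equal depth the block gave a recovery difference of -14.4 points (exact permutation p = 0.0370) and a peak number ratio of -1.22 (exact permutation p = 0.148). The suffix was checked as a pairing over the 13105 reference sites. The correlation of the differences between the sets was -0.104 for wild type and clone 1, -0.113 for wild type and clone 2, and 0.192 for the 2 clones. These correlations were not all above 0.1 and the labels do not say what the suffix marks, so the block was not taken as a pairing.

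Leaving out 1 library at a time gave ratios of peak number from -2.56 to -0.79 and recovery differences from -32.5 to -9.38 points. The lowest values came without the wild-type Millipore library, which drops that antibody and repeats the Santa Cruz libraries alone. The highest values in both came without wild-type Santa Cruz replicate 2. The exact permutation p fell under 0.05 without KO clone 1 replicate 2, to 0.0333 for both, the smallest possible with 30 arrangements. There the ratio was -1.85 and the recovery difference -24.9 points. The recovery difference, -20.3 points, kept its direction under all 20 alternatives. It was -0.731 points in equally long lists, which hold 997 peaks and can recover few of the sites by construction.

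Peak numbers themselves moved with the threshold. Wild-type Santa Cruz replicate 2 had 34415 peaks at -log10 p of at least 10, 205712 as deposited and 7045 at 20 or more, and the wild-type Millipore list had 48372, 139036 and 24798. Sites in all wild-type lists and no KO list numbered 2 in the comparison as planned, 0 with the peaks as deposited and from 2 to 173 when 1 library was left out. Sites in all KO lists numbered 617, from 105 with an overlap of at least 50% of both regions to 809 without KO clone 2, Santa Cruz replicate 1.

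For siETV4 against siNTC, the mean log2 ratio of -0.83 reversed at 72 h alone, to 0.045, and to 0.040 there at equal depth. The recovery difference was below 0 under all 12 alternatives, from -28.5 points at 96 h alone to -0.168 points at 72 h alone at equal depth. In the KO clones with ectopic ETV4, the peak number ratio was above 0 under all 9 alternatives, from 0.29 to 3.44. The recovery difference of 3.03 points reversed in equally long lists, to -0.595 points, and ranged from -6.20 to 12.3 points when a KO library was left out. The cause was not tested for equal lists. The log2 ratio of wild type with ectopic ETV4, 0.32, moved by less than the SD between the wild-type replicates under the 6 alternatives that kept both replicates. Leaving out 1 of 2 replicates always moves it by less than that SD. Its sign was not stable, from -1.10 without replicate 1 to 1.74 without replicate 2, with -0.37 at -log10 p of at least 5 and -0.45 for all deposited peaks.

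Recovery at ETV4-overlapping against other sites had no stable direction. The difference between KO and wild type of 0.569 points reversed under 8 of 21 alternatives. Among these 8, the Santa Cruz libraries alone and leaving out the wild-type Millipore library are the same comparison. It was -0.0740 points for all deposited peaks, -0.875 with an overlap of at least 50% of both regions, -0.768 in equally long lists, -0.654 with the block and -3.10 in the Santa Cruz libraries alone. The difference in log odds was -0.201. When 1 library was left out it ranged from -3.55 to 4.69 points. The cause was not tested. The exact permutation p was above 0.05 in each, though the Santa Cruz libraries alone and leaving out any 1 wild-type library allow none under 0.0667.

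The overlap of ER with ETV4 peaks in T-47D cells exceeded every circular shift under all 7 alternatives. All 7 used shifts that ignore where factors can bind, so this does not show more than shared open chromatin could give. It ranged from 29.1% (189 of 649 ER peaks) with a fold of at least 10 to 62.1% (1135 of 1827) for all deposited peaks, and was 37.1% (211 of 568) at -log10 p of at least 20, 61.8% (1128 of 1825) at 5 or more, 43.5% (599 of 1377) with summits within 200 bp and 33.1% (456 of 1377) with an overlap of at least 50%. Depth limits the comparisons with ectopic ETV4 in the KO clones, since at 0.558 fragments per kb the KO libraries are expected to hold between 48 and 1415 peaks.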

Other observations

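The tests of the control library's copy numbers, of a shorter list behind the chromosome 19 share, and of depth behind the KO difference as a whole were set before their results were seen. The tests by antibody, those without the control library of wild-type replicate 2, those of depth behind the wild-type replicates, the ectopic ETV4 difference and the chromosome 19 share, and those of batches were chosen only after the result was seen.

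The lower number of ER peaks in KO libraries was weighed for each antibody. In the Millipore libraries depth may account for the difference in peak number, where the mean log2 ratio went from -0.45 to 0.047 at equal depth. Recovery of reference sites there was still lower in KO at equal depth, with differences of -2.18 points in clone 1 and -6.41 in clone 2 from the 1 wild-type library. In the Santa Cruz libraries the ratio was -2.56 at their own depth and -1.85 at equal depth (exact permutation p = 0.267, smallest possible 0.0667). Depth does not order the libraries by itself, since KO clone 2 replicate 1 had 997 peaks at 5.98 fragments per kb and wild-type replicate 1 had 4791 at 5.76. Depth as the cause over the 6 libraries cannot be told apart from genotype or chance, because with 2 and 4 libraries the ratio left at equal depth was within their spread. Over both antibodies the ratio was -0.90 at equal depth (exact permutation p = 0.222), where depth cannot be told apart from genotype because the antibodies went different ways. The control library named for wild-type replicate 2 is another candidate explanation. Without that library the log2 ratio was -0.79, still below 0. This leaves 1 wild-type library per antibody, so a test cannot tell whether the ratio lies beyond the spread. That explanation stays open too. An effect of ETV4 loss that the Santa Cruz antibody shows more than the Millipore antibody stays open and was not tested.

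Wild-type replicate 2 held an excess of weak peaks. Of its 34415 peaks, 15755 (45.8%, 95% Wilson interval 45.3 to 46.3) overlapped no peak of any other Ishikawa list, against 0.271% to 17.1% in the other 15 lists. These had a median -log10 p of 11.5, against 15.4 for its shared peaks. Depth is argued against as the cause, since the replicates had 5.76 and 6.08 fragments per kb. The log2 ratio of replicate 2 to replicate 1 was 2.84 at their own depth and 2.64 with both at the depth of the shallower. Of the peaks in no other list, 0.0190% were on chromosome X and 9.57% on chromosome 10. Over all its peaks the shares were 0.279% on X and 7.55% on chromosome 10, outside the ranges of 0.502% to 1.47% and 4.51% to 5.89% in the other lists. A control library from cells with other chromosome copy numbers could give such a pattern, with a high background on X and a low one on chromosome 10. The median background at its peaks on X was 0.931 of that on the other autosomes, above the 0.390 to 0.873 of the other lists. On chromosome 10 it was 1.37 times that of the other autosomes, inside the range of 0.993 to 1.48. The parts of the prediction came out differently, so this explanation cannot be told apart from others. No biological explanation was tested, since the design gives none for a difference between wild-type replicates.

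The siETV4 96 h list differed from the other 3 siRNA lists in where its peaks lay. Chromosome 19 held 2.95% of its peaks (95% Wilson interval 2.53 to 3.42) against 5.22% to 5.75% in the others, and chromosome 4 held 6.49% (5.87 to 7.16) against 3.73% to 4.28%. A shorter list of stronger peaks is argued against, since the equally many strongest peaks of the others had at least 5.14% on chromosome 19. Depth is argued against too, since thinned to its depth the others had at least 5.28% there. In the siETV4 96 h list 21.9% of the peaks had a background at the floor of the list, against 1.74% to 3.65% in the others, and its median fold was 16.2 against 10.5 to 11.7. A library that sampled some chromosomes less well may account for part of the fall at 96 h. If that affected some chromosomes alone, part of the fall would stay unexplained, since the log2 ratio was still -1.08 on chromosome 4, where it fell least. These values cannot speak to a library that sampled some sites of every chromosome less well, so no conclusion was drawn on that. Whether the chromosomes that fell most were the gene-rich ones was not tested. A biological change in ER binding between chromosomes after 96 h of siETV4 stays open as well, untested.

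At their own depth only clone 2 had more ER peaks with ectopic ETV4 than the mean of its KO replicates. The log2 ratio was 2.39 there and -0.47 in clone 1. The increase in clone 2 cannot come from library depth alone, since the libraries with ectopic ETV4 were the shallower. Their log2 ratio of depth to any KO library of the clone was at most -0.60. The mean log2 ratio of peak number over both clones was 0.96 (exact permutation p = 0.556), so the increase itself may still be chance. The 3 Ishikawa lists with ectopic ETV4 also shared more of their 1000 strongest peaks with each other, 68.3% on average over 3 pairs, than with the 6 wild-type and KO Santa Cruz lists without it, 49.5% over 18 pairs. Santa Cruz lists of the same label set and different genotype or clone shared 68.0%, so a batch of library preparation could give as much. The libraries with ectopic ETV4 lack the suffix, as do some wild-type and KO Santa Cruz libraries, but the labels do not say which libraries were prepared together. All libraries with ectopic ETV4 may be of a batch of their own, so batch and ectopic ETV4 cannot be told apart.

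Sharing of strong peaks was compared between label sets and genotypes. Santa Cruz lists of the same label set and different genotype or clone shared 68.0% of their 1000 strongest peaks over 6 pairs (64.1% to 77.4%). Lists of the same genotype and clone in different sets shared 62.2% over 3 pairs (59.7% to 64.9%), and those that differed in both shared 60.2% over 6 pairs (44.8% to 75.9%). A batch of library preparation may raise the mean within a set, and with 3 to 6 pairs in overlapping ranges it cannot be told apart from chance. No biological explanation was tested for it.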
